A study of Danio rerio with 18 samples.

How the data were processed

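Retinal ganglion cells, the projection neurons whose axons form the optic nerve, were collected from adult zebrafish carrying isl2b:GFP, a reporter that marks these cells with green fluorescent protein. Per the labels, 1000 fluorescent cells per library were sorted by flow cytometry into lysis buffer. Full-length cDNA was made with a SMART-Seq kit for low input and libraries with a transposase-based kit. The libraries came from eyes after transection of the optic nerve (injured) and from uninjured contralateral eyes (control). Time points are given as hours after the injury (hpi), and there were 3 of them. There were 3 libraries in each of 6 groups, 18 in all. The labels mention 5 replicates with surgery per time point; 3 per group were analysed here.

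The authors deposited a table for each time point with 25281 genes and the number of reads counted per gene and library (counts), without normalization per the file headers. Gene names, Ensembl identifiers and coordinates were used as the tables give them. The aligner, the genome build and the annotation release are not stated in the labels or headers, so coordinates carry no build name. Whether counting used the strand is not stated either. Values of overlapping genes, antisense genes and paralogs such as socs3a and socs3b are uncertain where reads could be shared. The headers mark 1 library, injured 6 hpi replicate 1, as trimmed, and no other. The authors' RPKM values, scaled for exon length and read total per the file headers, served only to read back the relative exon length of each gene. The authors' deposited log2 fold changes and their adjusted p-values came from a test whose model is not stated, and were used to count their calls and, at 24 hpi, to take their higher and lower calls as sets of genes. The deposited CPM and TPM columns were not used. No count column was left without a sample: the number of unmapped per-sample count columns was 0.

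Total counts ranged from 15490375 to 28329194 per library, and 17244 to 18651 genes had at least 1 count. Amplified reads carry no molecular identifiers, so precision from counts alone covers counting error and not the sampling of 1000 cells. Libraries of a group differed by more than counting noise, with a chi-square per gene of 30.0 to 138 over 18 pairs. Separate amplification alone can give such a spread, so this value does not show what the replicates are. They were taken as the labels give them.

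Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The tests, the gene lists and the alternatives were fixed before the data were examined, apart from those named as later choices. The principal test was edgeR's quasi-likelihood test on counts with TMM factors, on the 17527 genes that passed filterByExpr with a minimum count of 10. A single model with a mean for each of the 6 groups was fitted to all 18 libraries. Contrasts compared injured with control at each time point. A joint test asked whether the injury effect differed between time points, and another whether the control groups differed. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were called. CPM values given here are counts scaled to library size with edgeR's cpm function and TMM factors, with SD over 3 libraries. The standard error of a log2 fold change was taken as its size divided by the square root of edgeR's F statistic.

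Gene lists for the JAK/STAT pathway, innate immune signalling, macrophage and microglia markers, retinal ganglion cell markers and regeneration-associated genes were tested with camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01. P-values were adjusted over the 15 list and time point tests. The mean log2 CPM of the ganglion cell marker list in a library is called the ganglion cell score. Shares of counts in 9 marker lists of other cell types were compared by exact two-sided permutation tests, within each time point (smallest possible p-value 0.1) and over the 3 time points with labels permuted within time (smallest possible p-value 0.00025). List members absent from the tables by name were matched through their gene identifiers, and 23499 of the tables' identifiers had a symbol in the table used for this.

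Genes were named by a rule: at each time point up to 3 called genes with the largest rise and up to 3 with the largest fall, an average log2 CPM of at least 3 and no overlap between groups; stat3, socs3a, socs3b, jak1, il6st, jun, atf3, sox11a and isl2b in every case; called members of the JAK/STAT list; and up to 3 genes called for an effect that differed over time. The rule gave 0 genes beyond the fixed names, where 1626, 638 and 1486 genes had an unadjusted p-value under 0.05 at 6, 12 and 24 hpi. Every other gene named in the text was chosen after its values were seen.

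The tests were run on simulated data before use. Counts were drawn for the 17527 genes from their observed means and dispersions and the real library sizes, with 200 genes changed by 2-, 4- or 8-fold in the injured 24 hpi libraries. Among abundant genes (average log2 CPM of at least 3), the principal test recovered 52.9% of 34 genes changed 2-fold, 82.1% of 39 changed 4-fold and 95.8% of 24 changed 8-fold. Over changed genes of any abundance it recovered 26.9% of 67, 51.5% of 66 and 46.9% of 64. It made 87 calls over 16962 genes, of which 5 were false. DESeq2 made 144 calls with 38 false. The edgeR likelihood-ratio test on the 6 libraries of the time point made 132 calls over 15288 genes, also with 38 false. Where no change was simulated, the principal test made 0 calls at 6 hpi and 0 among the control groups. The camera test gave an adjusted p-value of 3.46e-34 for a list shifted 2-fold in the injured 12 hpi libraries. Genes were drawn independently of each other, so the simulated results do not cover variation that genes share in the real libraries.

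The alternatives were DESeq2's size factors, DESeq2's own test, limma-voom with sample quality weights, no filter on low counts, a mean of at least 50 counts, thinning to the smallest library, covariates for the sheet set and for the number of detected genes, the replicate number as a block, fits on 6 libraries or on the 9 control libraries, a log2 fold change of at least 1, other list tests, shares without the 50 most abundant genes, and leaving out each library in turn. The sheet set comes from the labels: 4 libraries carry sheet numbers 11 to 14, which are used again among the other 14. The ganglion cell score as a covariate and the likelihood-ratio test on 6 libraries were added after the data had been seen. Lists of light-induced, hypoxia-inducible and core clock genes were also written after the difference among control groups had been seen, and their members were divided by whether their values had been looked at.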

Results

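RNA of sorted retinal ganglion cells was sequenced from adult zebrafish at 6, 12 and 24 hpi. Injured libraries came from eyes whose optic nerve had been transected, control libraries from uninjured contralateral eyes. The series title names JAK/STAT signalling, which carries cytokine signals from membrane receptors to the nucleus, and innate immune responses. Each of the 6 groups held 3 libraries. At 6 hpi total counts were 20304952 to 22872011 in control and 23422429 to 28329194 in injured libraries. At 12 hpi they were 16979745 to 18513580 and 19001181 to 27889895. At 24 hpi they were 15490375 to 24963959 and 25370841 to 26245100, so at each time point the injured libraries were deeper than the controls. Pearson correlations of log2 CPM, taken across genes, which are not independent replicates, were 0.910 to 0.939 within groups (18 pairs) and 0.893 to 0.936 between groups (135 pairs). The biological coefficient of variation, the spread between libraries beyond counting noise, was 0.517.

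The ganglion cell content of each library was examined first. The reporter driver isl2b (ENSDARG00000053499, chromosome 7, 29992889 to 29997444, plus strand) ranged from 12.2 to 298 CPM over the 18 libraries. It had 194 ± 60.9 CPM in controls and 114 ± 122 CPM in injured libraries at 6 hpi, and 158 ± 109 and 147 ± 144 CPM at 12 hpi (SD, n = 3 each). At 24 hpi it had 266 ± 36.3 and 60.8 ± 34.5 CPM, with 3 of 3 injured libraries below the controls. The log2 fold change at 24 hpi was -2.13 (standard error 0.91, edgeR adjusted p = 0.538), which did not pass the threshold. The adjusted p-value ranged from 2.26e-06 to 1 over 13 alternatives and passed the threshold in 1, the likelihood-ratio test on 6 libraries. The ganglion cell score in control and injured libraries was 5.18 ± 0.387 and 4.15 ± 0.951 at 6 hpi, 4.78 ± 0.760 and 4.47 ± 1.31 at 12 hpi, and 5.38 ± 0.260 and 4.11 ± 0.555 at 24 hpi (SD, n = 3 each). Within the second sheet set at 24 hpi, with 2 libraries per group, the difference in score was -1.55. At 6 hpi that set held 1 control library, and at 12 hpi it held every library.

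**Figure D1:**
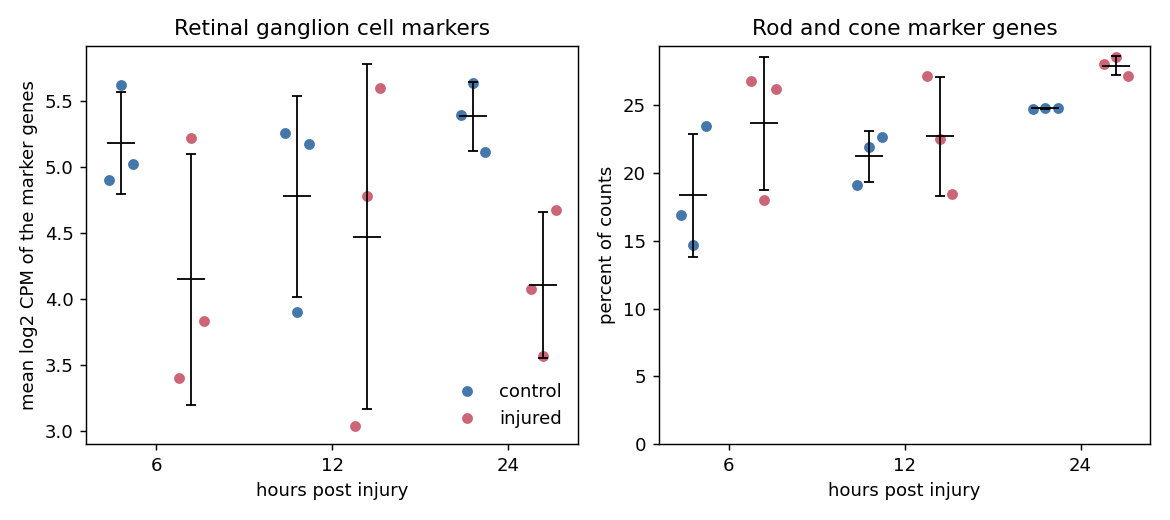
Left, the ganglion cell score (mean log2 CPM of the marker genes) and right, the share of counts in rod and cone marker genes (percent), by hours post injury; points are libraries, bars the mean and SD of 3. Injured libraries at 24 hpi had a mean score of 4.11 against 5.38 in the controls.

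Marker genes of other retinal cells were measured as shares of all counts. Rod and cone genes took 18.3 ± 4.55% of counts in controls and 23.65 ± 4.89% in injured libraries at 6 hpi, 21.2 ± 1.86% and 22.7 ± 4.37% at 12 hpi, and 24.8 ± 0.0497% and 27.9 ± 0.716% at 24 hpi (SD, n = 3 each). The exact permutation p-value at 24 hpi was 0.1, the smallest that 3 against 3 libraries can give. Over the 3 time points the share was 3.32 percentage points higher in injured libraries (two-sided exact p = 0.0483, 0.177 after adjustment over 9 lists). The range of this difference was 2.57 to 4.25 points when single libraries were left out. Bipolar cell genes differed by -0.148 points, lower at 3 of 3 time points (exact p = 0.0175, adjusted 0.1575). Without control 6 hpi replicate 3 this difference was -0.188 points with an adjusted exact p of 0.0225. Amacrine cell genes differed by -0.0156 points (adjusted exact p = 0.177). The 6 other lists, which covered Mueller glia (-0.00306 points), horizontal cells (-0.000459), macrophages and microglia (0.00833), erythrocytes (0.00144), endothelium (-0.00155) and pigment epithelium (-0.00615), had adjusted exact p-values from 0.360 to 0.910. Single libraries moved several of these differences. Without control 6 hpi replicate 2 the amacrine difference was -0.00951 and that of pigment epithelium -0.000274 points. The macrophage and microglia difference was 0.00246 points without injured 12 hpi replicate 2 and 0.0133 without control 24 hpi replicate 1. That of horizontal cells was -0.000119 points without injured 12 hpi replicate 1 and -0.000876 without injured 12 hpi replicate 3. Of the 9 lists, 0 passed the threshold after adjustment and 2 had an unadjusted exact p under 0.05.

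The effect of injury at each time point was tested over 17527 genes. At 6 hpi 0 genes were called, and 1626 had an unadjusted p-value under 0.05 (912 higher, 714 lower). At 12 hpi 0 genes were called (638 unadjusted, 333 higher and 305 lower). At 24 hpi 0 genes were called (1486 unadjusted, 594 higher and 892 lower). Chance alone gives 876 at the unadjusted threshold. The smallest edgeR adjusted p-values were 0.354, 0.718 and 0.0986 at 6, 12 and 24 hpi. Injured and control libraries did not overlap for 13.3%, 8.40% and 16.25% of genes, where chance gives 10%. The alternative that moved these counts most at 24 hpi was the edgeR likelihood-ratio test on the 6 libraries of the time point, chosen after seeing the data, which called 442 genes there. DESeq2 called 79, 7 and 189 genes at 6, 12 and 24 hpi. With the sheet set as a covariate 0 genes were called at each time point (1139, 620 and 1507 unadjusted for the injury effect at 6 hpi, injury effect at 12 hpi and injury effect at 24 hpi). Without injured 24 hpi replicate 2 there were 4 calls at 24 hpi, and without control 24 hpi replicate 3 there was 1.

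The authors' deposited table lists 128 calls at 6 hpi (83 higher, 45 lower), 23 at 12 hpi (14 and 9) and 506 at 24 hpi (98 and 408). Of the 506, 504 were among the genes tested here and 422 had an unadjusted p-value under 0.05. For 53 of the 506 (10.5%) 1 library held over 90% of the higher group's normalized counts, or the lower group had at most 3 counts in each library. That share was 25.8% at 6 hpi and 47.8% at 12 hpi.

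The genes of this paragraph were chosen after their values were seen. At 24 hpi emb (ENSDARG00000059485, chromosome 5, 66353589 to 66362023, plus strand) and vmp1 (ENSDARG00000012450, chromosome 15, 17343319 to 17373352, plus strand) shared the smallest adjusted p-value. The gene emb had 54.2 ± 11.795 CPM in controls and 3.75 ± 1.35 CPM in injured libraries (SD, n = 3 each; log2 fold change -3.85, standard error 0.61, edgeR adjusted p = 0.0986). The gene vmp1 had 43.6 ± 22.8 and 179 ± 80.6 CPM (log2 fold change 2.04, standard error 0.33, edgeR adjusted p = 0.0986). In both genes the 3 injured libraries lay beyond the 3 controls. At 6 hpi kera (ENSDARG00000056938, chromosome 4, 16337156 to 16345227, minus strand) had 48.9 ± 25.5 CPM in controls and 416 ± 66.7 CPM in injured libraries (log2 fold change 3.09, standard error 0.55, edgeR adjusted p = 0.354), with 3 of 3 injured libraries higher. The controls of 12 hpi had 227 ± 50.1 CPM of kera.

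JAK/STAT genes fixed in advance were compared next. The transcription factor gene stat3 (ENSDARG00000022712, chromosome 3, 17030665 to 17107445, plus strand) had 13.1 ± 3.54 CPM in controls and 30.9 ± 11.5 CPM in injured libraries at 24 hpi (SD, n = 3 each). Its log2 fold change was 1.23 (standard error 0.55, edgeR adjusted p = 0.556), with 3 of 3 injured libraries higher. The adjusted p-value ranged from 0.0186 to 0.643 over 13 alternatives and passed the threshold in 2 of them. At 6 and 12 hpi the log2 fold changes of stat3 were 0.46 and 1.16 (edgeR adjusted p 0.857 and 1). They were 0.082 without injured 6 hpi replicate 2 and 0.73 without injured 12 hpi replicate 3. The gene socs3b (ENSDARG00000026611, chromosome 12, 34258139 to 34277465, plus strand), a feedback inhibitor of the pathway, had 8.38 ± 2.89 and 24.2 ± 15.4 CPM at 24 hpi (log2 fold change 1.52, standard error 0.48, edgeR adjusted p = 0.349), with 3 of 3 injured libraries higher. Without injured 24 hpi replicate 3 its log2 fold change was 0.87.

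The paralog socs3a (ENSDARG00000025428, chromosome 3, 57423137 to 57425961, minus strand) had 2.49 ± 1.88 and 8.71 ± 3.79 CPM at 24 hpi (SD, n = 3 each; log2 fold change 1.815, standard error 0.68, edgeR adjusted p = 0.475), with 3 of 3 injured libraries higher. The receptor subunit gene il6st (ENSDARG00000104693, chromosome 10, 5788620 to 5821584, minus strand) had 10.0 ± 1.32 and 17.7 ± 9.65 CPM (log2 fold change 0.82, standard error 0.40, edgeR adjusted p = 0.596), again with 3 of 3 higher. Without injured 24 hpi replicate 3 the log2 fold change of il6st was 0.28.

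The kinase gene jak1 (ENSDARG00000020625, chromosome 6, 31368071 to 31429161, plus strand) had 32.04 ± 0.345 CPM in controls and 63.2 ± 7.25 CPM in injured libraries at 24 hpi (SD, n = 3 each), with 3 of 3 injured libraries higher. Its log2 fold change was 0.98 (standard error 0.18, edgeR adjusted p = 0.105 over all genes and 0.00286 adjusted over the list alone). The adjusted p-value over all genes ranged from 2.75e-05 to 0.132 over 13 alternatives and passed the threshold in 5. Controls had 76.2 ± 10.8 CPM of jak1 at 6 hpi and 71.7 ± 7.91 CPM at 12 hpi. Injured libraries had 65.3 ± 3.53 and 77.5 ± 22.4 CPM. In the controls jak1 changed over time, with a log2 change of -1.25 from 6 to 24 hpi (edgeR adjusted p = 0.00190 over the 3 control groups). The mean of the injured libraries at 24 hpi lay below the control means of 6 and 12 hpi.

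**Figure D2:**
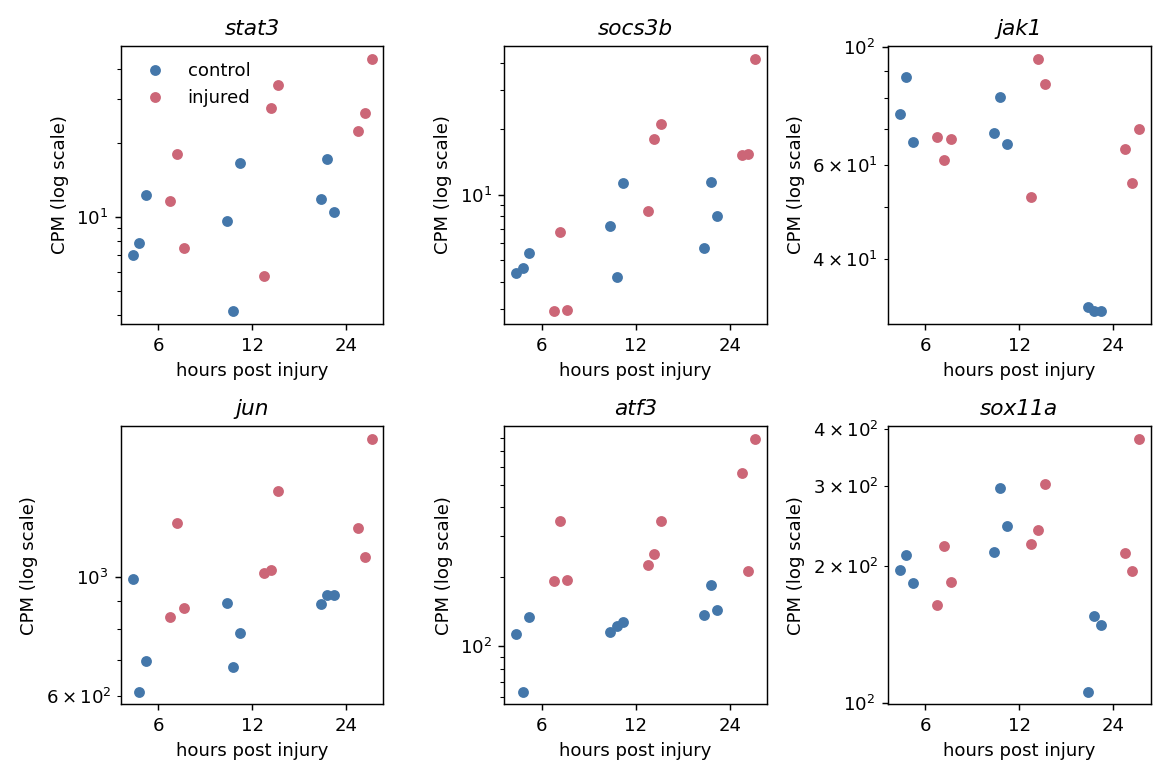
CPM (log scale) of stat3, socs3b, jak1, jun, atf3 and sox11a by hours post injury; points are libraries, 3 per group. For jak1 at 24 hpi controls averaged 32.04 CPM and injured libraries 63.2 CPM.

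Genes of the response to nerve injury were also fixed in advance. The transcription factor gene atf3 (ENSDARG00000007823, chromosome 20, 37794633 to 37800737, plus strand) was higher in 3 of 3 injured libraries at each time point. Controls and injured libraries had 104 ± 36.2 and 245 ± 91.4 CPM at 6 hpi, 121 ± 5.89 and 275 ± 65.2 CPM at 12 hpi, and 155 ± 25.9 and 523 ± 293 CPM at 24 hpi (SD, n = 3 each). The log2 fold changes of atf3 were 1.24, 1.18 and 1.755 with standard errors of 0.37, 0.37 and 0.38 (edgeR adjusted p 0.430, 1 and 0.160). Its unadjusted edgeR p-values were 0.00386, 0.00562 and 0.000228. Adjusted over the regeneration list alone, the edgeR p-value of atf3 at 24 hpi was 0.0057. An injury effect over the 3 time points together was not tested for single genes. At 24 hpi atf3 was called without injured replicate 2 (edgeR adjusted p = 0.0170), and its adjusted p-value ranged from 0.000776 to 0.378 over 13 alternatives. The gene jun (ENSDARG00000043531, chromosome 20, 15552657 to 15554606, plus strand) had 914 ± 20.6 and 1376 ± 379 CPM at 24 hpi (log2 fold change 0.59, standard error 0.22, edgeR adjusted p = 0.470). The gene sox11a (ENSDARG00000077811, chromosome 17, 35878544 to 35881841, minus strand) had 137 ± 26.8 and 263 ± 102 CPM (log2 fold change 0.94, standard error 0.23, edgeR adjusted p = 0.222 over all genes and 0.0112 adjusted over the list alone). In both genes 3 of 3 injured libraries were higher. Without injured 24 hpi replicate 3 the log2 fold changes were 0.35 for jun and 0.58 for sox11a.

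Gene lists were tested as sets with camera. Ganglion cell markers were lower in injured libraries at 6 hpi (28 genes, 2 of them higher, median log2 fold change -0.83, limma adjusted p = 4.48e-07) and at 24 hpi (5 of 28 higher, median -1.23, adjusted p = 5.54e-08). At 12 hpi their median was -0.025 (adjusted p 0.131); the list was higher, with an adjusted p of 0.0160, without injured 12 hpi replicate 1, and lower, with 0.000685 and 4.50e-05, without control replicate 2 or injured replicate 3. Regeneration-associated genes were higher at 12 hpi (39 of 50 genes, median 0.45, adjusted p = 0.00197) and 24 hpi (31 of 50, median 0.28, adjusted p = 0.0208), and had an adjusted p of 0.928 at 6 hpi. The 12 hpi call was lost without control replicate 2 (0.341), injured replicate 2 (0.0858) or injured replicate 3 (0.225), and the 24 hpi call without control replicate 3 (0.0599) or injured replicate 3 (0.504).

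JAK/STAT genes were higher at 24 hpi (34 of 55 genes, median log2 fold change 0.20, limma adjusted p = 0.0185). That call was lost without control 24 hpi replicate 2 (0.0618) or injured 24 hpi replicate 1 (0.0523). The adjusted p was 0.928 at 6 hpi and 0.0918 at 12 hpi, where it was 0.0268 without control replicate 1 and 0.0206 without injured replicate 1. Innate immune genes (43) had adjusted p-values of 0.885, 0.145 and 0.928 at 6, 12 and 24 hpi. At 12 hpi this list passed the threshold without control replicate 3 (0.00480), injured replicate 1 (0.00317) or injured replicate 3 (0.0167), and its direction changed without injured replicate 2 (0.951). Macrophage and microglia markers were higher at 12 hpi (21 of 24 genes, adjusted p = 0.00645) and had adjusted p-values of 0.625 and 0.0918 at 6 and 24 hpi. The 12 hpi call was lost without injured replicate 2 (0.706), where the direction changed. At 24 hpi the list was called lower without control replicate 2 (0.0367) or control replicate 3 (0.0220), and its direction changed without control replicate 1 (0.959).

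Some members were at the count floor in a group. With such genes at their bound, the medians of the ganglion cell list at 6 and 24 hpi were -0.83 and -1.24. Those of the regeneration list at 12 and 24 hpi were 0.45 and 0.29, and that of the JAK/STAT list at 24 hpi was 0.21. For macrophage and microglia markers at 12 hpi the fitted median was 4.48, the median with bounds 2.503, and the median of the 3 abundant members 0.93. Under fry or an estimated correlation none of the 6 camera calls held, with adjusted p-values of at least 0.2468 and 0.3505. Adjusted over the list alone, 7 ganglion cell markers, 6 regeneration-associated genes and 1 JAK/STAT gene (jak1) were called at 24 hpi. So were 1 macrophage marker at 24 hpi (ptprc) and 1 at 6 hpi (hexb). The ganglion cell markers, bdnf of the regeneration list (log2 fold change -1.20) and ptprc (-5.78) were lower. The other regeneration-associated genes, jak1 and hexb (1.23) were higher. Average log2 CPM was under 3 for ptprc (-0.65), neflb (0.19) and hspb8 (1.44). Of these genes ptprc, hexb, bdnf, neflb and hspb8 were named after their values were seen. Adjusted over all genes the count was 0 for each list and time point, with 12, 17, 5 and 5 members of these lists at unadjusted p under 0.05 at 24 hpi and 2 macrophage markers at 6 hpi.

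Whether the injury effect changed between time points was tested for each gene. The joint test called 0 genes, with 877 at unadjusted p under 0.05 where chance gives 876, and a smallest edgeR adjusted p of 0.916. DESeq2 called 13.

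The reference itself was examined in the 9 control libraries. Over the 3 time points 270 genes differed (edgeR adjusted p under 0.05), and 2100 had an unadjusted p-value under 0.05. DESeq2 moved this count most, to 733. Between 6 and 12 hpi 0 genes were called (973 unadjusted), between 6 and 24 hpi 322 (156 higher, 166 lower), and between 12 and 24 hpi 235 (71 higher, 164 lower). The count of 270 fell to 128 without control 24 hpi replicate 2 and to 145 without control 24 hpi replicate 1. With the sheet set as a covariate it was 261. Of the 270 genes, 97.8% changed from 6 to 24 hpi with the same sign in the injured libraries.

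The genes of this paragraph were chosen after their values were seen. The smallest p-value over time in the controls was that of the period gene per2 (ENSDARG00000034503, chromosome 2, 48309600 to 48375342, minus strand). It had 10.9 ± 3.16, 15.3 ± 4.85 and 192 ± 6.73 CPM in controls at 6, 12 and 24 hpi (SD, n = 3 each; edgeR adjusted p = 7.12e-08) and 7.86 ± 1.42, 13.9 ± 2.32 and 197 ± 37.008 CPM in injured libraries. In controls lonrf1l (ENSDARG00000078567, chromosome 8, 13700605 to 13788311, plus strand) rose from 20.8 ± 2.30 CPM at 6 hpi to 144 ± 17.2 CPM at 24 hpi (edgeR adjusted p = 9.35e-07). The gene ankrd37 (ENSDARG00000056376, chromosome 1, 17695426 to 17698773, plus strand) fell from 56.4 ± 10.8 to 4.75 ± 1.73 CPM (edgeR adjusted p = 4.12e-05). The gene p4ha1b (ENSDARG00000071082, chromosome 17, 20144626 to 20167236, minus strand) fell from 53.6 ± 3.24 to 6.03 ± 3.40 CPM (edgeR adjusted p = 0.000284). The JAK/STAT feedback inhibitor cish (ENSDARG00000060316, chromosome 6, 41503854 to 41506749, plus strand) rose in controls from 17.9 ± 3.59 to 82.0 ± 5.08 CPM (edgeR adjusted p = 6.74e-05) and in injured libraries from 18.4 ± 3.27 to 109 ± 15.5 CPM.

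**Figure D3:**
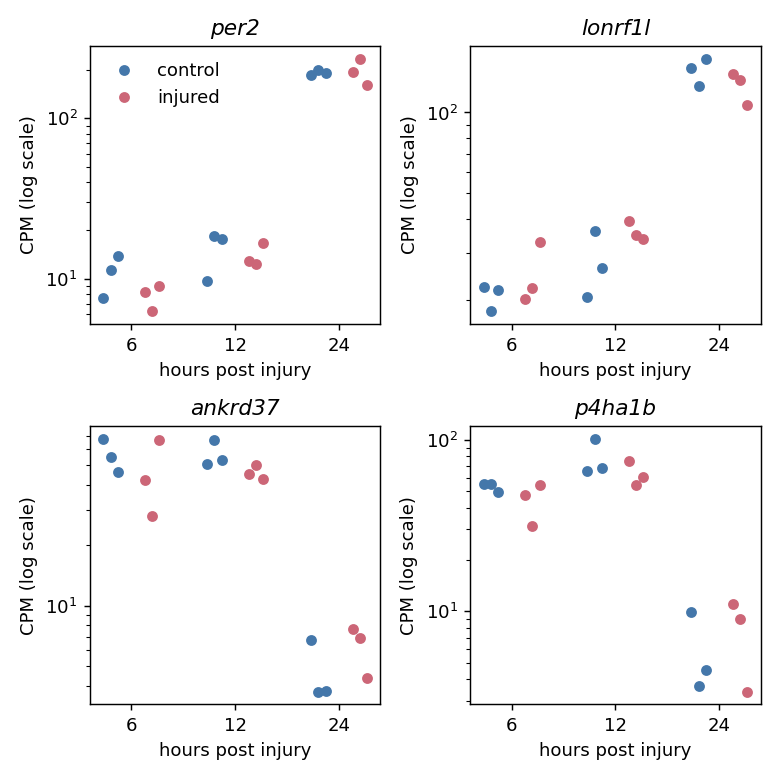
CPM (log scale) of per2, lonrf1l, ankrd37 and p4ha1b by hours post injury; points are libraries, 3 per group. Control per2 averaged 10.9 CPM at 6 hpi and 192 CPM at 24 hpi, with injured libraries at 7.86 and 197 CPM.

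Calls were also counted for each split of the 6 libraries of a time point into 3 and 3. The 9 other splits gave 8 to 405 genes with DESeq2 at 6 hpi, 6 to 136 at 12 hpi and 5 to 30 at 24 hpi, where the labelled split gave 79, 7 and 189.

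**Figure D4:**
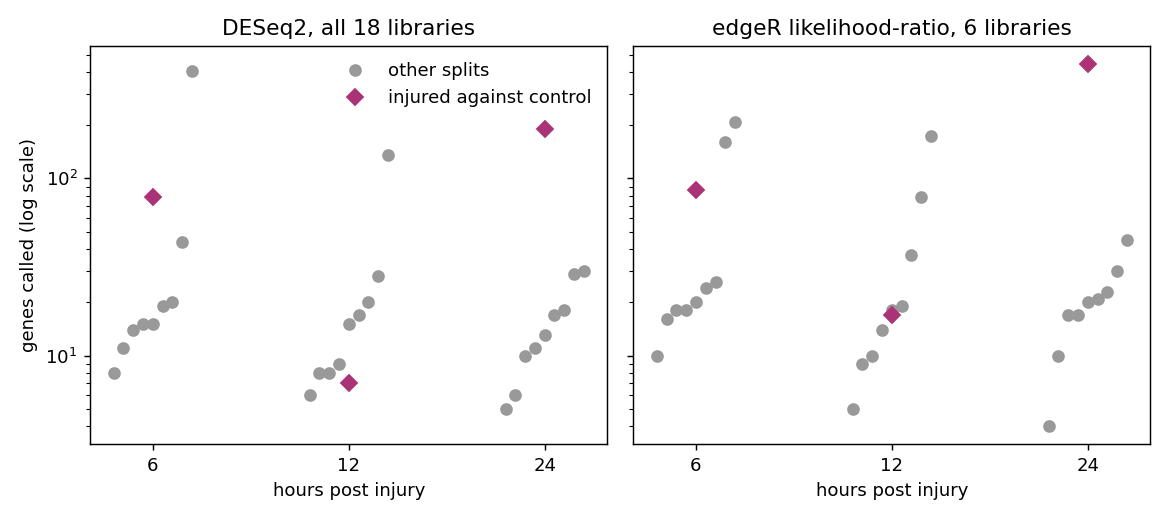
Genes called (log scale) by DESeq2 on all 18 libraries (left) and by the edgeR likelihood-ratio test on 6 libraries (right), by hours post injury; diamonds are injured against control, grey points the other splits of the same 6 libraries. At 24 hpi the labelled split gave 189 and 442 genes, and the others at most 30 and 45. The labelled 24 hpi split also had the largest difference in ganglion cell score of these splits.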

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

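The comparisons in this part are differences in the injury effect between time points, each by camera on the contrast itself with adjustment over 15 tests; the tests of the sheet set, of other cell types rising alike and of single injured libraries were chosen only after the result was seen. The differences between time points were not tested with fry or an estimated correlation. With 3 libraries per group, no library was tested as an outlier.

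The injury effect on ganglion cell markers differed between 6 and 12 hpi (adjusted p = 0.00428; medians -0.83 and -0.025) and between 12 and 24 hpi (adjusted p = 0.00107; medians -0.025 and -1.23). Other splits speak to how much weight this carries. At 6 hpi 2 of the 10 splits of the 6 libraries gave a list p-value as small as the real one, and at 24 hpi 1 of the 10, the real one. At 12 hpi, which both differences involve, the real split had an unadjusted limma p-value of 0.0788 and other splits reached 1.14e-14, below the real values at 6 and 24 hpi. There the list was higher without injured 12 hpi replicate 1 (adjusted p 0.0160). With 10 splits the share cannot go below 0.1, so chance cannot be told apart here. At 24 hpi a difference in library size is argued against, since the median change was -1.16 after thinning to equal totals. Gene length is argued against, since 0% of 10000 random lists matched on length and mean expression had a median as low as the list (lowest -0.23). The sheet set is argued against, since within the second set the score still differed by -1.55 and the 2 injured libraries (highest 4.08) lay below the 2 controls (lowest 5.12). A lower ganglion cell content of the sorted material may underlie the fall. Slopes of 9008 other abundant genes on the score, taken within groups at 6 and 12 hpi, predicted the change at 24 hpi with a coefficient of -0.867. A full account by content would give the score difference of -1.28, and no relation would give 0. Other splits of the 6 libraries gave coefficients that went with their own score differences, such as -0.751 at a score difference of -0.983, so genes followed the score at 24 hpi in other splits too. Whether content fell with every other cell type raised alike is not decided. The amacrine cell share changed by -0.0285 percentage points (exact permutation p = 0.1) while that of rods and cones rose by 3.14. Within each group at 6 and 12 hpi, though not at 24 hpi, the amacrine share ranked as the score did. It was therefore not independent of the score. Loss of marker expression within injured ganglion cells stays open and was not tested.

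The injury effect on regeneration-associated genes differed between 6 and 12 hpi (adjusted p = 0.0386; medians -0.016 and 0.45) and between 6 and 24 hpi (adjusted p = 0.0386; median at 24 hpi 0.28). At 12 hpi 3 of the 10 splits and at 24 hpi 5 of the 10 gave a list p-value as small, and with 10 splits chance cannot be told apart. Fewer ganglion cells are argued against as the cause of the rise at 24 hpi: the members' slopes on the score predicted a median change of -0.53, where 0.28 was observed. A response of the cells to injury stays open as a hypothesis.

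The injury effect on the JAK/STAT list differed between 6 and 24 hpi (adjusted p = 0.0386; medians 0.0055 and 0.20). At 24 hpi 1 of the 10 splits, the real one, gave a list p-value as small, which at 10 splits cannot be told apart from chance. The list's member jak1 fell over time in the controls. The 24 hpi call on this list stayed past the threshold in 9 of 11 alternatives that kept all libraries, with adjusted p-values from 0.00167 to 0.3505. Those 9 included thinning to equal totals and the covariates for the sheet set, the detected genes and the ganglion cell score; the exceptions were fry and the estimated correlation. These alternatives were not run on the difference between time points itself.

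The injury effect on macrophage and microglia markers differed between 6 and 24 hpi (adjusted p = 0.0386; medians 0.10 and -1.72) and between 12 and 24 hpi (adjusted p = 0.00107; medians 4.48 and -1.72), in a list with 3 abundant members of 24. At 12 hpi 5 of the 10 splits gave a list p-value as small, so chance cannot be told apart. At 24 hpi, which both differences involve, the real split had an unadjusted limma p-value of 0.0451. Other splits there reached 0.000145, so chance cannot be told apart at 24 hpi either. The most abundant members, named after their values were seen as is cd74a, were apoeb (average log2 CPM 8.05) and hexb (5.41), with 3 of the 24 at an average of at least 3. A few such cells in 1 library may explain the rise: without injured 12 hpi replicate 2 the median was 0, and the list's adjusted p was 0.706 with the opposite direction. Without either of the other injured libraries the median was 5.07 and 5.02. The 12 hpi call was also lost with the number of detected genes as a covariate (adjusted p 0.490), and its adjusted p-value ranged from 0.000152 to 0.726 over 11 alternatives. At 24 hpi the 3 abundant members went both ways, with log2 fold changes of 0.17 for apoeb, 0.60 for hexb and -5.81 for cd74a. Its direction changed with a mean of at least 50 counts (adjusted p 0.681) and without control 24 hpi replicate 1 (0.959). In that library macrophage and microglia markers took 0.0692% of counts, against 0.0229% and 0.0259% in the other controls. Entry of such cells after injury stays open. Their share of counts over the 3 time points was 0.00833 points higher in injured libraries (adjusted exact p = 0.642). That comparison cannot decide it, because the difference was 0.00246 points without injured 12 hpi replicate 2.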

How the results depend on the processing

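Of the 63 comparisons of a gene count under an alternative that kept all libraries, 41 stayed within 1.5 times the principal count and 22 moved. Where the principal count was 0, staying meant 0 again. Requiring a log2 fold change of at least 1 only filters the principal calls, so its counts of 0 were fixed in advance. DESeq2 called 79 genes at 6 hpi (59 higher, 20 lower), 7 at 12 hpi, 189 at 24 hpi (41 higher, 148 lower), 13 for the change over time and 733 among the controls. The simulation gave that test 38 false calls among 144. The likelihood-ratio test on 6 libraries, chosen after seeing the data, called 86, 17 and 442 genes, and the quasi-likelihood test on 6 libraries 6 genes at 6 hpi and 50 at 24 hpi (5 higher, 45 lower). With the number of detected genes as a covariate 1 gene was called at 6 hpi, 30 at 24 hpi and 406 among the controls. Without a filter 2 genes were called at 24 hpi. With the ganglion cell score as a covariate, chosen after seeing the data, 34 were called at 24 hpi and 473 among the controls. For these counts the cause was not tested.

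Correlations between the deviations of same-numbered control and injured libraries from their group means were -0.068 to 0.130 over 9 pairs, against -0.170 to 0.156 over the 18 other pairs. At 6 hpi the 3 same-numbered pairs (0.096, 0.130 and 0.068) lay above the 6 others (highest 0.018), and at 12 and 24 hpi they did not. Since most same-numbered pairs were under 0.1, the numbers were not taken as a pairing. With the replicate block 1 gene was called at 12 hpi and 1 for the change over time. With the replicate block on thinned counts 1 gene was called at 6, at 12 and at 24 hpi each, and 1 for the change over time, and il6st at 6 hpi had a log2 fold change of -0.084.

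Leaving out 1 library gave 0 genes in each fit at 6 and 12 hpi and for the change over time (1626, 638 and 877 at unadjusted p under 0.05 with all libraries), from 0 to 4 genes at 24 hpi, highest without injured replicate 2, and from 128 to 327 among the controls, lowest without control 24 hpi replicate 2. The number of marker lists past the threshold was 0 to 1 (2 at unadjusted p under 0.05 with all libraries), highest without control 6 hpi replicate 3.

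List calls changed most with the correlation between genes. Under an estimated correlation the adjusted p-values of the 6 calls were 0.636 for ganglion cell markers at 6 hpi and 0.636 at 24 hpi, 0.726 for macrophage markers at 12 hpi, 0.726 and 0.745 for regeneration-associated genes at 12 and 24 hpi, and 0.3505 for JAK/STAT at 24 hpi. Under fry they were 0.417, 0.417, 0.6685, 0.6685, 0.6685 and 0.2468 in the same order. With detected genes as a covariate the macrophage list (0.490) and the regeneration list (0.9935) lost the threshold at 12 hpi, ganglion cell markers passed it at 12 hpi (1.31e-11), and innate immune genes changed direction at 12 hpi (0.9525) and 24 hpi (0.490). With the ganglion cell score, which removes its own list by construction (0.628 at each time point, changed in direction at 12 and 24 hpi), JAK/STAT passed at 12 hpi (0.0436) and changed direction at 6 hpi (0.628), the regeneration list passed in the opposite direction at 6 hpi (0.000755), and innate immune genes changed direction at 24 hpi (0.102). With a mean of at least 50 counts JAK/STAT passed at 12 hpi (0.0226), and innate immune genes at 6 hpi (0.818) and 24 hpi (0.8975) and macrophage markers at 24 hpi (0.681) changed direction. Without a filter innate immune genes passed at 12 hpi (0.0433) and changed direction at 24 hpi (0.498). With the sheet set the regeneration list changed direction at 6 hpi (0.122). Apart from the score's own list, the cause was not tested.

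Ganglion cell markers kept their direction and their call at 6 and 24 hpi without each single library. Leaving out 1 library, adjusted p-values at 6 hpi ranged from 0.849 to 0.946 for JAK/STAT, 0.0504 to 0.6105 for innate immune genes, 0.279 to 0.898 for macrophage markers, 2.80e-10 to 0.00182 for ganglion cell markers and 0.0846 to 0.937 for regeneration-associated genes. At 12 hpi the ranges were 0.0206 to 0.396, 0.00317 to 0.951, 1.49e-06 to 0.706, 4.50e-05 to 0.960 and 1.02e-05 to 0.341 in the same order. The direction of uncalled lists at 6 hpi changed for JAK/STAT without control replicate 1 or injured replicate 3, for innate immune genes without injured replicate 2, for macrophage markers without control or injured replicate 2, and for regeneration-associated genes without control replicate 3 or injured replicate 1 or 3. At 24 hpi that of innate immune genes changed without control replicate 1 or injured replicate 2. In the order above, the ranges at 24 hpi were 0.00965 to 0.0618, 0.381 to 0.929, 0.0220 to 0.959, 5.38e-10 to 3.03e-05 and 3.48e-05 to 0.504.

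The log2 fold changes of some single genes changed sign. With the sheet set socs3b was 0.090 and sox11a 0.056 at 6 hpi. With the score they were 0.40 and 0.11, and isl2b was 0.41, where it was -0.77 without the covariate. With detected genes socs3a was -0.27 and sox11a -0.097 at 12 hpi. At 6 hpi il6st was -0.083 with voom and -0.023 after thinning. Leaving out 1 library, ranges at 6 hpi were -0.70 to 0.033 for socs3b, -0.31 to 0.33 for il6st and -0.18 to 0.043 for sox11a, and at 12 hpi -0.22 to 0.48 for socs3a, -0.060 to 0.33 for jak1, -0.12 to 0.16 for sox11a and -1.14 to 0.45 for isl2b. The Mueller glia difference was 0.0158 points without the 50 most abundant genes, and -0.0257 to 0.0109 leaving out 1 library; for erythrocytes the range was -0.00147 to 0.00331. In 17 other fits with all libraries a named gene passed the threshold in the same direction. DESeq2 gave no adjusted p-value for socs3a at 6 hpi.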

Other observations

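In this part the tests of sheet set, library size, ganglion cell content and circadian phase on the control libraries, and the covariate for the ganglion cell score, were chosen only after the results had been seen; the light and oxygen tests used list members whose values had not been looked at.

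The number of genes that an injury test calls was set against other splits of the same 6 libraries. Each of these sets 2 injured and 1 control against 1 injured and 2 control libraries, so part of any injury effect stays in them. At 6 hpi 2 of the 10 splits gave as many genes with DESeq2 as the real one (other splits 8 to 405 genes) and 3 of the 10 with the likelihood-ratio test (10 to 209). At 12 hpi it was 9 of the 10 (6 to 136) and 6 of the 10 (lowest 5). At 24 hpi it was 1 of the 10 for both, the real split, with 189 genes against 5 to 30 and 442 against 4 to 45. At unadjusted p under 0.05 in edgeR, 2, 9 and 1 of the 10 splits gave as many genes at 6, 12 and 24 hpi. With 10 splits chance cannot be told apart at any time point, but in these counts the 24 hpi labels stood apart from every other split. The 6 and 12 hpi labels did not. In the principal test the 24 hpi labels did not stand apart either, with 0 genes against at most 1 in the other splits. An unlabelled split at 6 hpi gave 61 genes in the principal test, where the real one gave 0 (1626 at unadjusted p under 0.05). That unlabelled split had an unadjusted limma p-value of 6.99e-08 for ganglion cell markers. At 12 hpi the split with the most genes at unadjusted p under 0.05 (1498) had 1.14e-14. At 24 hpi the real split had the largest difference in ganglion cell score (-1.28, next -0.983). These counts therefore do not separate injury from ganglion cell content.

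The authors' deposited table has 408 lower calls at 24 hpi. That these calls rest on 1 library or on a group at the count floor is argued against as the reason they outnumber the calls here, since 10.5% of the authors' 506 calls did. A lower ganglion cell content may underlie many of the lower calls: the 392 outside the marker list had a median correlation with the score of 0.828 within groups at 6 and 12 hpi, where 10000 random lists of matched expression reached 0.087 at most. The authors' 98 higher calls had a median correlation of 0.36. Loss of transcripts within ganglion cells stays open and was not tested. The number of calls also depended on the test. On the 6 libraries of 24 hpi the likelihood-ratio test called 442 genes (77 higher, 365 lower). The quasi-likelihood test called 50 there (5 higher, 45 lower). How many of these were among the authors' calls was not examined.

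With the ganglion cell score as a covariate, 34 genes were called at 24 hpi, 32 of them higher; 1 of the 10 splits, the real one, gave as many, and the others gave at most 1. At 6 and 12 hpi the covariate gave 0 genes (1168 and 761 at unadjusted p under 0.05 for the injury effect at 6 hpi and the injury effect at 12 hpi). The 34 genes held 4 of the 55 tested JAK/STAT genes (stat3, socs3b, jak1 and lepr) and 6 of the 50 regeneration-associated genes, among them sox11b, gap43 and atf3; lepr, sox11b and gap43 were named after their values were seen. With the covariate stat3 had a log2 fold change of 2.29, socs3b 2.31, jak1 1.14 and atf3 2.105. A candidate explanation is that a rise within ganglion cells is masked where fewer of them were sorted. With 10 splits chance cannot be told apart, and because the score itself differs with injury at 24 hpi the covariate can also remove or create injury effects.

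The difference among control libraries over time was not matched by most regroupings: 2 of 100 splits of the 9 libraries gave 270 genes or more. The 4 splits that kept the 24 hpi libraries together gave 210 to 298 genes and the other 96 at most 1, so the difference is that of 24 hpi from the earlier time points. The sheet set is argued against, with 261 genes under that covariate (234 shared with the 270), as are library size (277 genes after thinning, 257 shared) and ganglion cell content (473 genes with the score as a covariate, 270 shared). Oxygen supply before or during dissection may contribute: 29 hypoxia-inducible genes not looked at before had a median change of -0.21 in the 24 hpi controls, as low in 0.52% of 10000 random lists, and 6 of the 29 were called, of which slc2a1a, named after its value was seen, was higher. Light exposure stays open: 6 light-induced genes seen before rose, but of 12 not looked at before 7 were lower, and 84.75% of random lists had a median as high. Of those 12 genes 1 was called. It was ddb2, named after its value was seen, which was higher by 1.49 (log2) in the 24 hpi controls (edgeR adjusted p = 0.0035). The phase of the circadian clock stays open as well. Of 17 core clock genes, per2 not among them, 0 were called, but 6 had an unadjusted p-value under 0.05. The largest change among the 14 abundant ones was a fall, at -0.86 (log2). Time after surgery on the other eye is the biological difference in the design. It stays open as untested, since each time point is also a time of collection.

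For the change of the injury effect between time points, 26 of 100 relabelings within time points gave as many genes at unadjusted p under 0.05 as the 877 observed.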
